# Genome-Wide DNA Methylation and Gene Expression Profiles in Cows Subjected to Different Stress Level as Assessed by Cortisol in Milk

**DOI:** 10.3390/genes11080850

**Published:** 2020-07-25

**Authors:** Marcello Del Corvo, Silvia Bongiorni, Bruno Stefanon, Sandy Sgorlon, Alessio Valentini, Paolo Ajmone Marsan, Giovanni Chillemi

**Keywords:** cortisol secretion, DNA methylation, bisulfite sequencing, gene expression, dairy cattle health

## Abstract

Dairy cattle health, wellbeing and productivity are deeply affected by stress. Its influence on metabolism and immune response is well known, but the underlying epigenetic mechanisms require further investigation. In this study, we compared DNA methylation and gene expression signatures between two dairy cattle populations falling in the high- and low-variant tails of the distribution of milk cortisol concentration (MC), a neuroendocrine marker of stress in dairy cows. Reduced Representation Bisulfite Sequencing was used to obtain a methylation map from blood samples of these animals. The high and low groups exhibited similar amounts of methylated CpGs, while we found differences among non-CpG sites. Significant methylation changes were detected in 248 genes. We also identified significant fold differences in the expression of 324 genes. KEGG and Gene Ontology (GO) analysis showed that genes of both groups act together in several pathways, such as nervous system activity, immune regulatory functions and glucocorticoid metabolism. These preliminary results suggest that, in livestock, cortisol secretion could act as a trigger for epigenetic regulation and that peripheral changes in methylation can provide an insight into central nervous system functions.

## 1. Introduction

Dairy animals experience a large variety of stressors that can modify normal behavior and growth, leading to a decrease in productive performances. Normal physiological events such as calving, onset of lactation, lactation, weaning and group rearrangement can cause metabolic and environmental conditions which lead to stress, an impairment of animal wellbeing and a consequent decrease in the quality of animal products. Under these stressful conditions, the hypothalamic–pituitary–adrenal (HPA) axis, the autonomic nervous system, and the immune system are called into action to re-establish homeostasis [1]. Stress modifies the secretion of various hormones, as glucocorticoids, which play an important role in immunity [2,3,4]. A common feature of stress situations is an increase in cortisol secretion that produces a mobilization of energy reserves [5]. For example Bertulat et al. [6] showed higher concentration of glucocorticoid metabolites in the feces of drying off cows with higher milk yield while Horst and Jorgensen [7] reported an increase in plasma cortisol in cows with milk fever, associated with immune suppression and an increased risk of clinical mastitis and high somatic cell count in milk. To date, since blood sampling is often a source of stress, milk can be viewed as a viable and non-invasive way to measure cortisol levels in lactating cows, as it can be measured without the manipulation of animals.

Even though many methods of wellbeing evaluation are reported in the literature, cortisol is still considered one of the gold standards to describe animal response to stress [8]. However, until now, no systematic studies have investigated the epigenetic mechanisms related to cortisol secretion during stress conditions in lactating cows.

Epigenetics are defined as heritable changes in gene activity and expression and consequently in phenotype, which occur without alteration in the underlying DNA sequence [9]. At least four molecular systems, including DNA methylation [10], histone post-translational modifications [11], non-coding RNAs [12] and chromatin remodeling [13], control gene expression. The epigenome refers to the entirety of the epigenetic features possessed by an organism’s genome. DNA methylation was the first-recognized and is the most-studied epigenetic regulatory mechanism that plays a key role in the control of gene expression. In mammalian cells, DNA methylation mostly occurs at the cytosine of a CpG dinucleotide. CpG islands are genomic regions enriched in CpG dinucleotides. CpG islands cluster most at the 5’ promoter regions of many housekeeping genes and are generally hypomethylated to permit transcription, with the exception of genes involved in imprinting, X chromosome inactivation and cancer process [14,15,16]. The hyper-methylation of DNA combined with histone H3-lysine 9 [17] or histone H4-lysine 20 methylation [18] can result in inaccessible chromatin by recruiting chromatin remodeling proteins and generally causes the inhibition of downstream gene expression by physically blocking the binding of transcription factors [19]. Epigenetic modifications can be inherited from one cell generation to the next (mitotic inheritance) and between generations of a species (meiotic inheritance) and can be natural and essential for many developmental functions, but can also be influenced by several factors including age, environment, lifestyle or a disease state [20]. In mammalian cells, the changes in gene expression in response to external factors, such as viral infection, stress, drug delivery, temperature changes, dietary components, may have long-lasting effects on development, metabolism and health, sometimes even across generations. Epigenetics represent a link between the environment and gene expression [21].

In this study, we investigated the potential regulatory roles of epigenome signatures in the blood of dairy cows falling in the extreme category of the distribution of cortisol concentration in milk. We focused on DNA methylation in blood cells since blood is quickly accessible and highly informative of animal response to environmental challenges. Moreover, it was previously demonstrated that methylation levels at CpG sites in leukocytes could serve as an accurate predictor of CpG site variability in other tissues [22]. In parallel, we used transcriptome sequencing data to integrate the relationship between DNA methylation and transcriptional regulation on a genome-wide scale to identify novel genes involved in glucocorticoids secretion.

## 2. Material and Methods

### 2.1. Ethics Statement

The farms involved in the present study adhere to a high standard of veterinary care based on best practice manual, under the supervision of the official veterinary service. All experimental procedures and the care of animals complied to the Italian legislation on animal care (DL n.116, 27/1/1992) in force at the time the study was carried out and adhered to the bioethical rules of the University of Udine. The approval for conducting this study was also granted by the veterinarian responsible of animal welfare of the Department of Agricultural and Environmental Science of the University of Udine (Prot. N. 2/2015, OPBA—Organismo Preposto al Benessere degli Animali).

### 2.2. Animals Treatment and Experimental Design

The study was carried out ona commercial farm of the Italian Simmental breed located in the North East of Italy (Latitude: 45°76′491 N; Longitude: 13°10′466 E) in the month of May. From the herd, 126 lactating cows with days in milk (DIM) between 70 and 250, clinically healthy and with a parity from 2 to 6 (mean 3.0 ± 1.1) were initially selected for the study. One hundred ml of milk was collected from each cow at morning milking and an aliquot of 50 mL was transferred into a tube containing preservative and used for protein, fat, lactose analyses and for somatic cell count (SCC) determinations with FT-NIR (FOSS instrument, Hillerød, Denmark). The other aliquot of milk was transferred to a tube without preservative, frozen within 2 hand stored at −20 °C for cortisol analyses [23]. Milk cortisol was analyzed in skimmed milk, after centrifugation (1500 g, 4 °C, 15 min). Skim milk extracts were assayed by a solid-phase microtiter RIA [24], using a Microscint 20 instrument (Perkin-Elmer Life Sciences, Monza, Italy) and counted on the β-counter (Top-Count, Perkin-Elmer Life Sciences, Monza, Italy). All samples were assayed in duplicate. The sensitivity of the assay was defined as the dose of hormone at 90% binding (B/B0) and was 3.125 pg/well. The intra-assay and inter-assay coefficients of variation in high and low cortisol pooled skim milk samples were 5.9% and 9.1% and 13.5% and 15.1%, respectively. On the same day, after milking and before feeding, blood was sampled form the tail vein in a tube with K_3_-EDTA (Venoject, Terumo Europe N.V., Leuven, Belgium) and in one PAXgene Blood RNA System tube (Preanalytix, Hombrechtikon, Switzerland) for analysis. The K3-EDTA tubes were centrifuged within 1 h at 755× *g* for 10 min at 20 °C and the blood cells stored at −20 °C for DNA analysis. The PAX gene tubes were handled and stored following the manufacturer’s instructions for RNA extraction. The body condition score (BCS) of each cow was also recorded using a scale from 1 (thin) to 5 (fat) with 0.25-point intervals [25] (Table 1). Cows were ranked on the basis of cortisol in their milk and the 10 cows with the highest and the 10 cows with the lowest concentrations were selected for transcriptome and epigenome analysis (Figure 1).

### 2.3. DNA Isolation, Library Preparation and RRBs Sequencing

Blood samples from these 20 animals were collected. Peripheral blood mononuclear cells (PBMC) were isolated from heparinized blood samples with Ficoll-Paque. CD4+ lymphocyte cells were isolated with the CD4 anti-bovine monoclonal antibody (VMRD, Pullman, WA, USA) and positively selected with GAM microspheres using the MACS MiltenyiBiotec system (BergischGladbach, Germany). DNA was extracted from CD4+ cells following the QIAamp DNA Blood Midi Kit (Qiagen) procedures. gDNA concentration was measured with Quant-it Picogreen dsDNA assay and 1 μg input was used in the MSP1 digest. Following overnight incubation at 37 °C, digestion reactions were terminated by adding 0.5 M EDTA and purified on a GeneJET PCR purification column. Libraries were prepared using the NEB Next Ultra DNA library preparation kit for Illumina and methylated adapters. Subsequently, ligated products corresponding to DNA fragments 150–400-bp long were isolated and purified using 2.5% agarose gel electrophoresis. The recovered DNA was bisulfite converted using the EZ DNA Methylation Gold kit (Zymo Research). DNA with a known methylation level was used as a spike control, and all conversion rates were >99%, ranging from 99.01 to 99.39% (Table S1 (Supplementary Material)). Fourteen cycles of PCR were performed, and the products were purified using AMPureXP beads. Reduced Representation Bisulfite Sequencing (RRBS) libraries were used for cluster generation and subsequent sequencing on Illumina HiSeq2500 PE 2 × 50 bp (NXT-Dx Ghent, Belgium, http://www.nxt-dx.com/).

### 2.4. Data Analysis

Preliminary quality control of the raw reads was carried out with FASTQC v0.11.9 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The FASTQ sequence reads were generated using the Illumina Casava pipeline 1.8.2. The quality and adapter trimming of Illumina raw sequences was performed with Trim Galore v0.6.1 (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) using a two-step approach, which allowed us to remove two additional bases containing a cytosine, which were artificially introduced in the end-repair step during the library preparation. Bismark software (version 0.22.1) [26] was used to align each bisulfite-treated read to the bovine reference genome (ARS-UCD1.2) with option-N 1 (maximum number of mismatches allowed). The reference genome was first transformed into a bisulfite-converted version (C-to-T and G-to-A conversions) and then indexed using bowtie2 software [27]. Sequence reads were also transformed into fully bisulfite-converted versions (C-to-T and G-to-A conversions) before they were aligned to similarly converted versions of the genome in a directional manner. Sequence reads that produced the best unique alignment from the two alignment processes (original top and bottom strand) were then compared to the normal genomic sequence, and the methylation state of all cytosine positions in the reads was inferred using the *Bismark_methylation_extractor* function. Read duplicates were marked and removed using Picard Tools v2.2 (http://broadinstitute.github.io/picard).

### 2.5. Identification of DMRs and DMGs

Differentially methylated regions (DMRs) were identified within the statistical environment R using the library methylKit [28], which applies a sliding-window approach. The window was set to 1000 bp and the step size to 500 bp. In order to ensure the good quality of the data and great confidence in the methylation percentage, we first filtered out bases with less than 10 reads or more than the 99.9th percentile of coverage distribution. Coverage values were normalized by default and bases were merged in order to retain the ones that were covered in all samples. A logistic regressionwas then implemented to calculate *p* values, that were adjusted to *q* values using the Sliding Linear Model (SLIM) method [29]. We excluded covariates and overdispersion correction from the model since they showed not to provide significant changes to the results. DMRs regions were defined those that had *q* value of less than 0.05 and a read coverage of greater than ten in all samples. When a region where a DMR and a specific gene function element overlapped, the corresponding gene was selected as the DMR-related gene, namely a differentially methylated gene (DMG). Gene features within differential methylated genes (DMGs) were annotated by matching information available in the General Feature Format (GFF) file downloaded from the Ensembl database, release 99 (ftp://ftp.ensembl.org/pub/release-99/gff3/bos_taurus/Bos_taurus.ARS-UCD1.2.99.gff3.gz). The promoter region was defined as an area 2-kb upstream of the transcription start sites.

### 2.6. Association Analysis

Correlations between DNA methylation levels and gene density, chromosome length and GC percentage were measured using Pearson’s product–moment correlation coefficient. Correlations between DNA methylation and gene expression were measured using Spearman’s rank correlation coefficient because the relationship of DNA methylation with gene expression data was not necessarily expected to be linear. All these analyses were performed with custom R scripts.

### 2.7. GO and KEGG Enrichment Analysis of DMR-Related Genes

Gene Ontology (GO) and KEGG pathway enrichment analysis of DMGs were performed by *clusterProfiler*, an ontology-based R package able to automate the process of biological term classification and enrichment analysis of gene clusters and to provide a visualization module for displaying analysis results [30]. GO terms and KEGG with *p* values of less than 0.01 and *q* values of less than 0.2 were considered significantly enriched by DMR-related genes. The DMGs involved in the GO pathways related to development and metabolism were analyzed with the R package *enrichplot* [31] to highlight links between genes and GO terms in a gene concept network.

### 2.8. Sample Preparation for RNA—Seq Analysis

Blood samples collected in the PAX gene Blood RNA Tubes (PreAnalytiX GmbH, Hombrechtikon, Switzerland) were frozen 4 h after the collection and stored at −80 °C until the RNA isolation. Prior to RNA isolation, blood samples were thawed at +4 °C for at least 12 h. RNA was isolated according to the PAX gene Blood RNA Kit (PreAnalytiX GmbH, Hombrechtikon, Switzerland) protocol. The quantity and quality of RNA were analyzed with Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) before sequencing and the RNA integrity number (RIN) score was ≥7 for all the samples. Since the RNA-Seq is highly reproducible within a large dynamic range of detection and provides an accurate estimation of RNA concentration in peripheral whole blood [32]; globin depletion was avoided, as it could significantly reduce the amount and quality of isolated RNA. Sequencing was performed with the Illumina pipeline.

### 2.9. Quantification of Gene Expression Levels and Differential Expression Analysis

After quality control and the filtering of raw data, clean reads were aligned to the bovine reference genome (ARS-UCD1.2) using STAR v2.7.3 [33], a splice-aware aligner. featureCounts (Subread package v1.6.5) [34] was used to count the read numbers mapped to each gene. Differential gene expression between the high and low groups was performed using the DESeq2 R package (1.26.0) [35]. The *p* values were adjusted using the Benjamini–Hochberg method [36]. A corrected *p* value of 0.05 was set as the threshold for significantly different expression, while genes with extremely low expression (fold changes (FC) values between +1 and −1) were filtered out.

## 3. Results

### 3.1. Global Mapping of DNA Methylation

In the present study, blood samples from 20 Italian Simmental dairy cows falling in the high and low tails of the distribution of milk cortisol concentration (Figure 1) were used to investigate genome-wide DNA methylation. A total of 278 and 262 million raw reads were generated from the bisulfite sequencing of the high and low groups, respectively. After data filtering, 139 and 132 million clean reads were generated; of these, approximately 48 and 46 million mapped to the reference genome with a unique best fit. The mapping efficiency of high- and low-variant samples ranged from 25.6% to 41.5% and from 30.9% to 42.8% of the cattle genome, respectively (Table 2 and Table S1 (Supplementary Material)).

### 3.2. DNA Methylation Patterns

In the genome of each group, over 50% of the CpG sites were methylated, which is the primary DNA sequence context of cytosine methylation. Specifically, we observed, on average, genome-wide levels of 50.5% CG, 6.8% CHG, and 7.8% CHH (where H is A, C, or T) methylation in the high-variant group and 53.6% CG,7.1% CHG, and 8.1% CHH methylation in the low-variant group. (Table 3). Compared with the low group, among the methylated cytosines the relative proportion of CG in the high group was greater (73.24% vs. 68.84%) and consequently that the proportion of methylated CHH and CHG was lower (17.94% vs. 21.16% and 8.83% vs. 10% respectively; Figure 2).

We noted that a high cortisol concentration in milk resulted in a decrease in overall methylation at all sites in comparison to low cortisol concentrations, but in an increase in the methylation rate of CpG sites compared to non-CpG sites, especially in the CHH context.

### 3.3. DNA Methylation Levels of Gene Features

To disentangle the differences identified in global DNA methylation profiles across high- and low-cortisol dairy cows, we compared the average DNA methylation levels of different gene features along the genome (Figure 3).

A major proportion of CG methylated sites were present in the regions of 3’UTR followed by intron regions, while the average methylation levels of promoters,5’UTR and exon regions were the lowest. Conversely, all five regions exhibited a more balanced distribution of methylation at CHG and CHH sites.

### 3.4. Differential Methylated Regions (DMR) and Genes (DMG)

A total of 897 DMRs were identified between the two groups (*q* value ≤ 0.05), falling into 248 DMGs (Table S2 (Supplementary Material)). Of these DMGs, 146 were up-methylated, and 102 genes were down-methylated in the high group. Moreover, we also detected a negative correlation of methylation levels with gene density (Pearson’s *r* = −0.712, *p* value < 0.001) and with chromosome length (Pearson’s *r* = −0.754, *p* value < 0.001) and a positive correlation with the GC percentage (Pearson’s *r* = 0.958, *p* value < 0.001). The differentially methylated regions were mainly located in introns, whose proportion covers nearly half of the total percentage of methylation, followed by the exons and the promoter regions (Figure 4).

### 3.5. Functional Enrichment Analysis of the DMGs

To investigate the potential biological functions of the DMGs, a GO enrichment analysis and a KEGG pathway analysis were performed. All DMGs were annotated in three GO categories: biological process; cellular component; and molecular function. Some of these DMGs were enriched in the following biological process terms: cellular process (129; 52%); single-organism process (123; 49.6%); and metabolic process (103; 41.5%). In addition, most of the top 10 significantly enriched pathways in GO analysis were strictly related to nervous system activity and metabolic responses to stress (Figure 5 and Table S3 (Supplementary Material)).

Several DMGs, such as *IGF2, LIF, NR5A1, SRF, FOSB, PDE5A, TSC1, NRN1, WNT6* and *HOXB1*, were involved in biological processes significant for stress response, inflammatory reactions and the immune system. Furthermore, the gene–gene interaction network analysis showed that these DMGs were highly correlated with each other (Figure 6).

The KEGG enrichment analysis identified 62 pathways (top 20 in Figure 7 and Table S4 (Supplementary Material)).

Of these pathways, some were associated with immune system and glucocorticoid secretion, such as the T cell receptor signaling pathway (*q* value = 0.051), the hedgehog signaling pathway (*q* value = 0.032), axon guidance (*q* value = 0.041), the calcium signaling pathway (*q* value = 0.157) and the GABAergic synapse pathway (*q* value = 0.188). Eleven differentially methylated genes participated in these five pathways.

### 3.6. Differentially Expressed Genes (DEGs)

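Whole blood collected in PAXgene tubes, which preserve RNA at sampling, was sequenced on an Illumina platform without globin depletion, and gene counts of 13 cows were analysed, 7 of the high group and 6 of the low group. The paper states 10 cows in each group, with a mean milk cortisol of 814.8 pg/mL (SD 88.6) in the high group and 399.9 pg/mL (SD 79.7) in the low group. Which of these cows make up the 13 is not stated for the counts, so no milk cortisol value was assigned to a single cow. The authors deposited the number of reads counted on each gene name, as whole numbers without normalization. The header of each count table names featureCounts version 1.4.6-p3 and the gene models of Ensembl release 88 for the UMD3.1 build, with no option for strand, read pairs or reads that map to several places, while the methods of the paper name a later version of featureCounts and the ARS-UCD1.2 build. Genes without a name share 1 unnamed entry, which held between 13.9% and 16.7% of the counts of a cow and was left out. Between 12198355 and 23709740 reads were counted on named genes in the high group (median 18595924), and between 11045599 and 28124575 in the low group (median 17005346.5). The groups were compared with edgeR's quasi-likelihood test (robust fit) after TMM normalization, with Benjamini-Hochberg adjustment over the 11033 of 16095 named genes that passed edgeR's filter on low counts. A positive log2 fold change stands for higher expression in the high group, and errors of fold changes are standard errors taken from the test statistic. In counts simulated from the means and library sizes of these cows, the test recovered 69% of 200 genes changed by a log2 fold change of 1 and 98% of 200 genes changed by 2. Each gene was drawn independently there, without variation that many genes share within a cow. These 2 shares may therefore not hold for the real counts. The first principal component of log2 CPM (counts scaled to a common library size) held 29.0% of the variance, and its scores ran from -28.6 to 62.4 in the high group and from -31.3 to 19.1 in the low group, so the groups overlapped along it.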

A total of 324 DEGs were also identified in the present study between the two groups (*q* value ≤ 0.05). Among these, 149 genes were over-expressed and 175 were under-expressed in the high group (Table S5 (Supplementary Materials)). 

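By edgeR's quasi-likelihood test, 0 genes differed between the groups at an adjusted p of 0.05 (smallest adjusted p 0.998), and 231 genes had an unadjusted p below 0.05, of which 103 were over-expressed and 128 under-expressed in the high group. An adjusted p of 0.1 also gave 0 genes. DESeq2 with its default settings called 1 of 14346 genes and gave 348 at an unadjusted p below 0.05. The called gene, *CYP4X1*, had 101 counts in replicate 2 and 48 counts in replicate 4 of the high group and 0 in the other 11 cows, where 3 counts would correspond to at most 0.272 CPM. DESeq2 with shrunken fold changes called 0 genes (smallest adjusted p 0.821) and gave 317 at an unadjusted p below 0.05, 146 over-expressed and 171 under-expressed. The limma-voom test called 0 genes and gave 218 at an unadjusted p below 0.05. The fit without a filter on low counts raised the number at an unadjusted p below 0.05 to 414, of 14377 genes tested instead of 11033, with 0 called, and the log2 haemoglobin share of counts as a covariate lowered it to 120, also with 0 called. The number was 373 without replicate 2 of the high group and 363 without replicate 5 of the high group, again with 0 called.

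Table S5 holds 318 gene names, and 282 of them passed the filter on low counts. All 282 changed in the direction that Table S5 gives, and the Spearman correlation of both sets of log2 fold changes was 0.889 across genes, which are not independent replicates. The paper chose this list on a set of cows that includes these, so neither value is independent evidence. Among the 282 genes, 219 had an unadjusted p below 0.05, 0 passed an adjusted p of 0.05 over all genes tested and 0 passed it adjusted over the list alone (edgeR). With the haemoglobin covariate, 43 of them had an unadjusted p below 0.05, and with 1 cow left out between 142 and 206 did. Adjusted over the list alone, 51 genes passed without replicate 9 of the low group and 32 without replicate 2 of the high group. Adjusted over the list alone, DESeq2 called 305 of 318 genes and DESeq2 with shrunken fold changes called 304. In these fits 311 and 313 of the 318 had an unadjusted p below 0.05, so most of the list passes by construction. These 2 numbers are not independent evidence either. The 5 genes with the largest positive values in Table S5 were *SAXO1*, *FAM84A*, *CA2*, *RUNX1T1* and *ABCA13*, and their log2 fold changes were between 0.68 and 1.51. The 5 with the largest negative values were *ACE*, *SEC16B*, *CACNB3*, *SLC28A3* and *ADGRE1*, with log2 fold changes between -1.13 and -0.85. *SAXO1*, on chromosome 8 of UMD3.1 from 25210484 to 25319682, had 0.945 CPM ± 0.274 (SD, n = 7) in the high group and 0.316 CPM ± 0.113 (SD, n = 6) in the low group. Its log2 fold change was 1.51 (standard error 0.33, unadjusted p 2.8e-04 and adjusted p 0.998 from edgeR's quasi-likelihood test), and it rests on 2 to 30 counts per cow. *ACE*, on chromosome 19 from 48447902 to 48467904, had 5.24 CPM ± 1.55 (SD, n = 7) in the high group and 10.8 CPM ± 4.21 (SD, n = 6) in the low group, and all 7 high cows lay below the median of the low group. Its log2 fold change was -1.05 (standard error 0.27, unadjusted p 0.00139 from the same test). The 5 over-expressed genes with the smallest p were *SAXO1*, *HBG*, *HBB*, *HBM* and *TTC38*, and the 5 under-expressed genes were *CCHCR1*, *ACE*, *HIST1H2BN*, *ASIP* and *CACNB3*, all with an adjusted p of 0.998. *HBG* had the second smallest p of the over-expressed genes and a log2 fold change of 2.88 (standard error 0.72), with 40.1 CPM ± 55.2 (SD, n = 7) in the high group and 5.42 CPM ± 2.00 (SD, n = 6) in the low group. Replicate 7 of the high group had 162 CPM of *HBG*, and without it the log2 fold change was 1.86. *HBG* and *HBB* are similar in sequence, as are the histone genes related to *HIST1H2BN*, so the counting of reads between such copies is uncertain. *ASIP* had a log2 fold change of -3.23 (standard error 0.84), with 16.1 CPM ± 23.0 (SD, n = 6) in the low group and 1.72 CPM ± 0.381 (SD, n = 7) in the high group, so the spread among low cows exceeded their mean. Replicates 11 and 13 of the low group had 33.4 and 55.3 CPM and the other 4 low cows 1.46 to 3.08 CPM, beside 1.07 to 2.20 CPM in the high group, and without replicate 13 the log2 fold change was -2.28.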

We mapped these genes to the GO and KEGG pathway. Again, they were annotated in three GO categories: biological process; cellular component; and molecular function. Some of these DEGs were enriched in the following biological process terms: cellular process (104; 36.1%); single-organism process (95; 33%); and metabolic process (75; 26%). For all the DEGs, only the GO term “binding”, with 58 genes in the categories of molecular function, was significantly enriched (*q* value < 0.05), implying that a broad range of genes experienced transcriptional regulation during the activation process of cortisol secretion. 

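Over all genes tested, unadjusted p-values from edgeR's quasi-likelihood test were fewest in the lowest interval, below 0.05, where 2.09% of the genes lay. The interval from 0.05 to 0.1 held 340 genes, and every interval of the same width above 0.2 held between 548 and 645 genes. In counts simulated with no difference between the groups, 536 of 10994 genes had an unadjusted p below 0.05 and edgeR called 0, while DESeq2 called 12 of 11033. These counts too were drawn gene by gene, so they lack variation that many genes share within a cow. The GO terms were not tested again. From the enrichment of the term "binding" alone among its DEGs, the paper reasons that many kinds of genes were regulated at the level of transcription while cortisol secretion was activated.

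**Figure D1:**
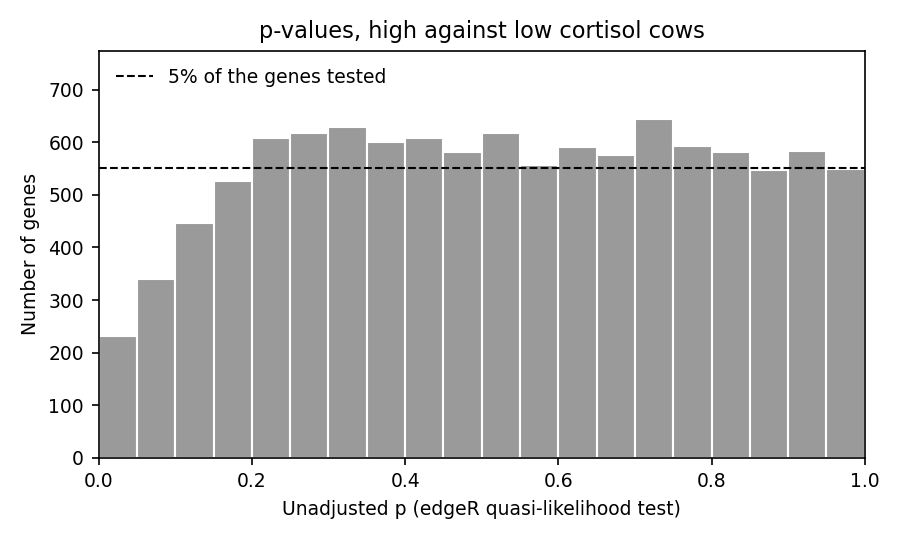
Unadjusted p from edgeR's quasi-likelihood test (x axis, in intervals of 0.05) against the number of genes (y axis) for the 7 high and 6 low cows. The dashed line marks 5% of the genes tested, and the lowest bar holds 231 genes.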

A KEGG pathway analysis was also performed to investigate pathways in which DEGs might be involved. In the top 20 list (Table S6 (Supplementary Materials)), pathways implicated in inflammatory reactions (Inflammatory bowel disease (IBD), *q* value= 0.014), and immune defense functions against viral disease (Influenza A, *q* value = 0.011, Hepatitis B, *q* value = 0.109, Hepatitis C, *q* value = 0.103) are found. This confirms several studies that recently indicated a strong correlation between stressors and the progression and outcome of liver inflammatory diseases, such as chronic viral hepatitis [37]. 

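Table S6 gives the input genes of these 4 pathways as gene numbers, which were matched to names through the RefSeq gene table and make 12 genes. Inflammatory bowel disease holds *IL23A*, *TNF*, *IL21R* and *IL23R*, and Influenza A holds *Mx1*, *TNF*, *STAT2*, *TMPRSS2*, *TRIM25*, *IFIH1* and *EIF2AK2*. Hepatitis B holds *IFIH1*, *TNF*, *EGR3* and *STAT2*, and Hepatitis C holds *STAT2*, *EIF2AK2*, *PIAS1* and *TNF*. *EGR3*, with 2 to 20 counts per cow, was below the filter on low counts. Of the 11 genes tested, 9 were under-expressed in the high group, while *TNF* and *IL23R* were over-expressed. By edgeR's quasi-likelihood test, 8 of the 11 had an unadjusted p below 0.05, 0 passed an adjusted p of 0.05 over all genes tested and 0 passed it adjusted over the list alone (smallest 0.0632). With DESeq2, all 12 had an unadjusted p below 0.05 and all 12 passed adjusted over the list alone, and limma-voom gave 5 of 11 at an unadjusted p below 0.05. The study picked these genes on cows that include the present ones, so the values adjusted over the list alone are not independent evidence. *Mx1*, on chromosome 1 of UMD3.1 from 143176083 to 143204865, had 452 CPM ± 242 (SD, n = 7) in the high group and 973 CPM ± 731 (SD, n = 6) in the low group, and 6 of 7 high cows lay below the median of the low group. Its log2 fold change was -1.11 (standard error 0.43, unadjusted p 0.0202 from edgeR's test), and the exact permutation test of log2 CPM over all 1716 splits gave a two-sided p of 0.0763. *IL21R* had the smallest p of the 11 genes, with a log2 fold change of -0.37 (standard error 0.14, unadjusted p 0.0147 from edgeR's test), and all 7 high cows lay below the median of the low group. *TNF* had a log2 fold change of 0.24 (standard error 0.11, unadjusted p 0.0517 from edgeR's test). *IL23A* and *STAT2* lie next to each other on opposite strands of chromosome 5, and the counting did not use strand. *TMPRSS2*, on chromosome 1 from 143211539 to 143246217, lies close to *Mx1* on the opposite strand. Replicate 8 of the low group was highest in both, with 2254 CPM of *Mx1* and 11.1 CPM of *TMPRSS2*. Replicate 4 of the high group was lowest in both, with 224 and 0.256 CPM. The genes of such a pair may therefore not be independent. The number at an unadjusted p below 0.05 fell from 8 to 1 without replicate 4 of the high group or replicate 8 of the low group, and to 2 without replicate 7 of the high group. It was 4 without replicate 1 or 3 of the high group or replicate 10 or 12 of the low group, and 5 without replicate 6 of the high group. Adjusted over the list alone, 9 genes passed without replicate 5 of the high group or replicate 11 of the low group, 6 without replicate 9 and 1 without replicate 10 of the low group (edgeR). With the haemoglobin covariate, 1 gene had an unadjusted p below 0.05. The enrichment of the pathways was not tested again, since only their input genes are listed.

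**Figure D2:**
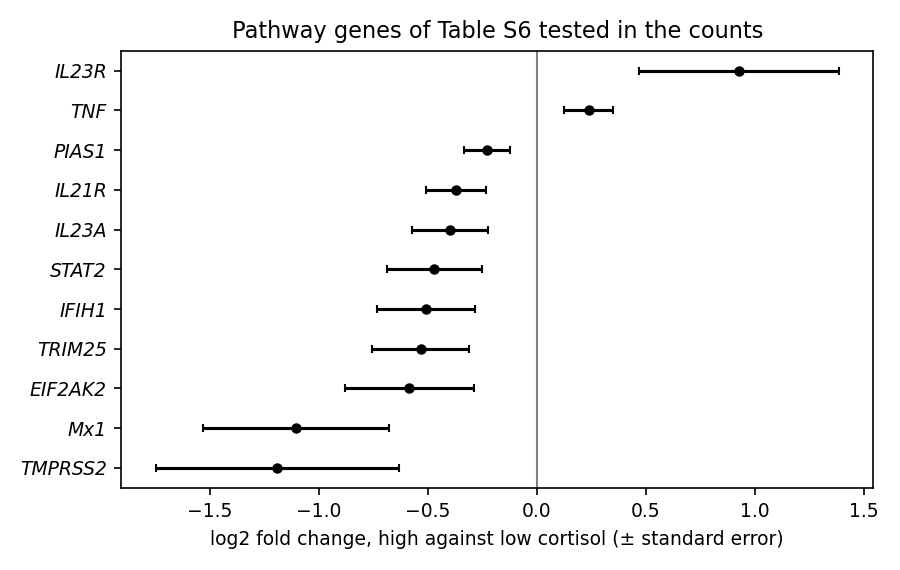
Log2 fold change of the high against the low group (x axis) for the 11 pathway genes that passed the filter on low counts (y axis), from 7 high and 6 low cows. Points are estimates and bars are standard errors, and values run from -1.19 for *TMPRSS2* to 0.93 for *IL23R*.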

To examine the relationship between DNA methylation and genome-wide gene expression, an association analysis was also performed between these DMGs and differentially expressed genes (DEGs) obtained from transcriptome data from the same animals (*p* value < 0.001). 

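The methylation differences used here are the paper's, from Table S2, and the expression values are from the counts. By the paper's methods the DNA came from CD4+ lymphocytes of 10 high and 10 low cows. The counts are from whole blood of 7 high and 6 low cows. A link within 1 cell type or within the same cows was therefore not tested. Table S2 names 249 genes by Ensembl identifier, of which 245 were found in the counts by name and 174 passed the filter on low counts. By edgeR's quasi-likelihood test, 0 of the 174 genes passed an adjusted p of 0.05 and 5 had an unadjusted p below 0.05 (2.87%), against 226 of the other 10859 genes (2.08%). The odds ratio was 1.39 (two-sided Fisher's exact test, p = 0.417), so no difference from the other genes was detected. With DESeq2, with or without shrunken fold changes, 0 passed the adjusted threshold and 6 of 229 genes had an unadjusted p below 0.05, and limma-voom gave 0 and 4. The 5 genes became 8 of 230 without a filter on low counts and 0 with the haemoglobin covariate. They became 3 without replicate 3 or 6 of the high group or replicate 11 or 12 of the low group, and 2 without replicate 7 of the high group or replicate 8 of the low group.

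The Spearman correlation between the methylation difference and the log2 fold change was -0.0167 over the 174 genes (two-sided permutation test with 100000 resamples, p = 0.826), taking the window with the smallest *q* value for each gene. This correlation is across genes, which are not independent replicates. Its sign changed with the haemoglobin covariate (0.0466), without replicate 7 of the high group (0.0175) and without replicate 8 of the low group (0.0488). Of the genes with higher methylation in the high group, 49 were over-expressed and 55 under-expressed there, and of those with lower methylation, 31 were over-expressed and 39 under-expressed. The paper names 17 DMGs in its text outside Table 4, *IGF2* and *LCK* among them. Of these, 11 passed the filter on low counts, with log2 fold changes from -0.16 to 0.45 and 0 at an unadjusted p below 0.05 (smallest 0.140, edgeR, with 0 adjusted). The other 6 had at most 2 counts in any cow, so a difference in their expression was not detectable at this depth.

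**Figure D3:**
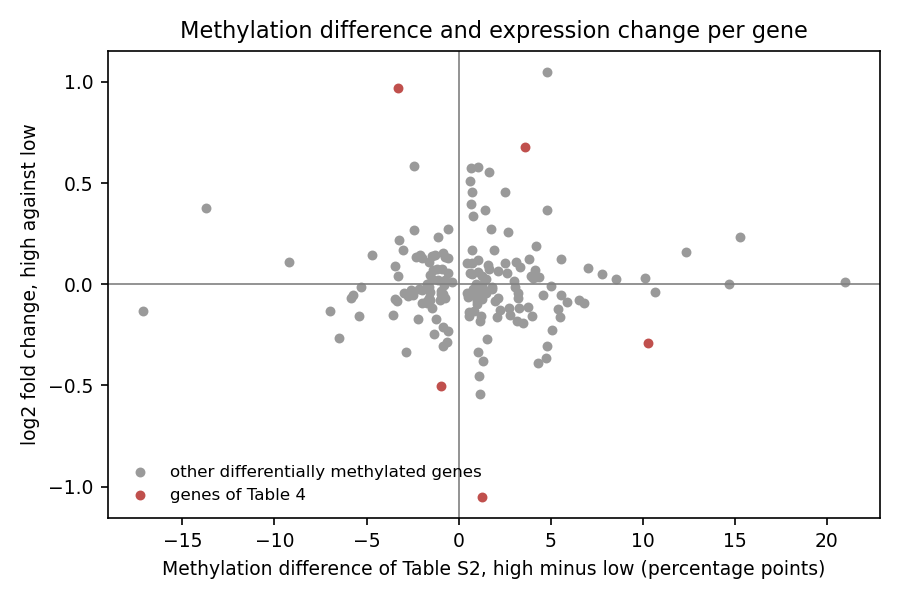
Methylation difference of Table S2 (x axis, percentage points, high minus low) against the log2 fold change from the counts (y axis, high against low) for 174 genes. By the paper's methods the methylation is that of CD4+ lymphocytes, while the counts are from whole blood. Each point is a gene, red points are the 5 genes of Table 4 that passed the filter on low counts, and the Spearman correlation is -0.0167.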

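The expression of *TRIM26*, *PAX2*, *SYNGR1*, *SNCB*, *UPP1* and *HTRA1* is given by gene, with positions on UMD3.1. *TRIM26* lies on chromosome 23 from 28563086 to 28579480 and had 69.6 CPM ± 10.4 (SD, n = 7) in the high group and 85.1 CPM ± 17.7 (SD, n = 6) in the low group. Its log2 fold change was -0.29 (standard error 0.13, unadjusted p 0.0444 from edgeR's quasi-likelihood test). *SYNGR1*, on chromosome 5 from 111293866 to 111317963, had 3.56 CPM ± 1.30 (SD, n = 7) in the high group against 2.20 CPM ± 0.910 (SD, n = 6), a log2 fold change of 0.68 (standard error 0.31, unadjusted p 0.0418 from edgeR's test). For *SNCB*, on chromosome 7 from 39447682 to 39456598, the values were 4.06 CPM ± 2.17 (SD, n = 7) in the high group and 8.49 CPM ± 4.92 (SD, n = 6) in the low group. The log2 fold change of *SNCB* was -1.05 (standard error 0.45, unadjusted p 0.0319 from edgeR's test). *UPP1*, on chromosome 4 from 7528100 to 7556112, had 89.7 CPM ± 33.5 (SD, n = 7) in the high group and 127 CPM ± 21.3 (SD, n = 6) in the low group, a log2 fold change of -0.50 (standard error 0.20, unadjusted p 0.0242 from edgeR's test). *HTRA1*, on chromosome 26 from 42659876 to 42716633, had 2.02 CPM ± 1.10 (SD, n = 7) in the high group and 1.03 CPM ± 0.376 (SD, n = 6) in the low group. With 7 to 91 counts per cow, its log2 fold change was 0.97 (standard error 0.35, unadjusted p 0.0148 from edgeR's test). *PAX2*, on chromosome 26 from 21470763 to 21546730, was below the filter on low counts, with 25 counts in 8 of the 13 cows and at most 5 in any cow. The 5 cows at 0 include replicate 1 of the high group, and 3 counts, the limit that a count of 0 allows, would be between 0.113 and 0.272 CPM in those cows, counting error only. Without a filter its log2 fold change was 2.47 (standard error 0.88, unadjusted p 0.0117 from edgeR's test), and DESeq2 gave 2.69, or 0.17 with shrunken fold changes. The adjusted p of the 5 genes tested was 0.998 over all genes, with 0 passing, and 0.0444 for all 5 adjusted over the list alone, a list that the study chose on cows that include these. Exact permutation tests of log2 CPM over all 1716 splits of 7 against 6 cows gave two-sided p of 0.0693 for *TRIM26*, 0.0490 for *SYNGR1*, 0.121 for *SNCB*, 0.0350 for *UPP1*, 0.0239 for *HTRA1* and 0.00932 for *PAX2*. With Benjamini-Hochberg adjustment over the 6 genes, these exact p lay between 0.0559 and 0.121. All 7 high cows lay above the median of the low group for *SYNGR1* and *HTRA1*, all 7 lay below it for *SNCB*, and 6 of 7 lay below it for *TRIM26* and *UPP1*. The number of the 5 genes at an unadjusted p below 0.05 was 6 of 6 with DESeq2, 3 with limma-voom and 0 with the haemoglobin covariate. Without a single cow it was 4 at most: it was 4 without replicate 1 or 4 of the high group or replicate 9 of the low group. It was 3 without replicate 5 or 6 of the high group or replicate 10, 11 or 13 of the low group, and 2 without replicate 2, 3 or 7 of the high group or replicate 8 or 12 of the low group. In Table S2, the paper's methylation differences for these genes, in percentage points, are 10.3 for *TRIM26*, 4.12 for *PAX2*, 3.62 for *SYNGR1*, 1.25 for *SNCB*, -0.967 for *UPP1* and -3.26 for *HTRA1*.

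**Figure D4:**
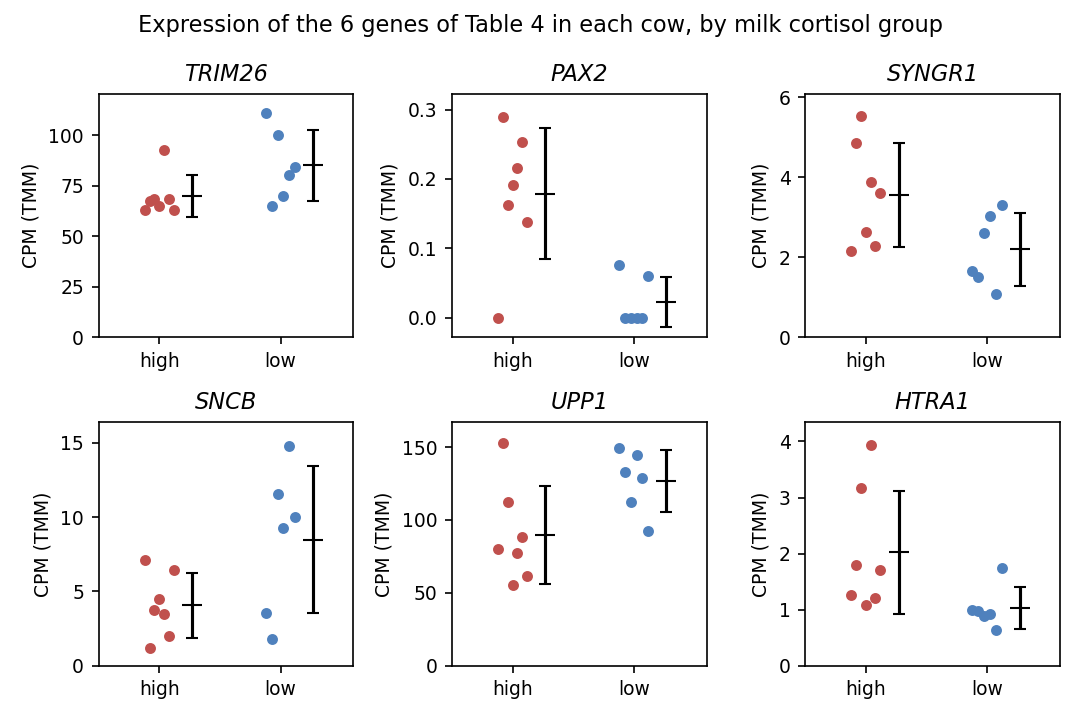
CPM after TMM normalization (y axis) of the 6 genes in each of 7 high and 6 low cows (x axis). Points are cows, and bars are the mean and SD of the group, for example 3.56 CPM against 2.20 CPM for *SYNGR1*.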

We found six overlapping genes, four were up-methylated, *TRIM26, PAX2, SYNGR1* and *SNCB*, and two down-methylated, *UPP1* and *HTRA1* (Figure S1 (Supplementary Material) and Table 4).

## 4. Discussion

There is a growing debate in the livestock industry about stress and its detrimental effects on animal welfare and psychological and physiological responses of animals to traditional agriculture procedures and new production technologies [38]. The measurement of corticosteroid hormones is commonly used as an indicator of the animal’s response to stress. Blood sampling is a stressful factor, so, in recent years, several efforts have beenmade in many species to find alternative and non-invasive ways to measure cortisol level [39,40,41]. Moreover, the cortisol concentration in the blood of cattle can vary due to circadian rhythmicity and several extrinsic factors, such as cold, heat, humidity and wind [42]. On the contrary, milk sampling can be achieved directly in a milking parlor without animal handling and overcomes some of the problems associated with other sampling sites, such as blood, urine and feces. Furthermore, several studies showed that free cortisol concentrations in milk aredirectly related to free cortisol in the blood in cows, especially after adrenal stimulation [43,44]. These works suggest that milk cortisol concentration can be considered a valid proxy of blood cortisol.The use of milk cortisol as a biomarker of environmental stimuli in dairy cows was also reported by Tsukada et al. (2008) [45], Waki et al. (1987) [46], Verkerk et al. (1998) [47] and Poscic et al. (2018) [20]. For this reason, milk can be considered a preferential site of sampling in dairy cows to point out the short-term stimulation of the HPA axis [48].

Blood is a peripheral tissue and is not necessarily related to changes in DNA methylation in the central nervous system. Despite this, we focused on DNA methylation in blood cells since several studies recently proved that peripheral tissues methylation can be informative for the neurobiological mechanisms underlying high cortisol levels. First, cortisol is released into the periphery by the pituitary and is known to affect multiple tissue types [49]. Second, HPA axis genes are highly expressed in peripheral blood mononuclear cells [50]. Third, it was previously demonstrated that methylation levels at CpG sites in leukocytes could serve as an accurate predictor of CpG site variability in other tissues, especially the brain [22,51]. Peripheral changes in methylation may therefore at least partially be considered as proxies of epigenetic processes in the brain and provide highly informative evidence of animal responses to environmental challenges.

To the best of our knowledge, this work is the first attempt to investigate the underlying epigenetic mechanism related to the expression of genes triggered by glucocorticoid secretion and compare the genome-wide methylation profiles between two groups of dairy cattle with high and low levels of milk cortisol. Usually, stressful factors lead to the adrenal secretion of glucocorticoids initiated by the hypothalamic neuropeptide corticotropin-releasing hormone (CRH), which stimulates pituitary release of the adrenocorticotropic hormone (ACTH). The activation of ACTH receptors in the adrenal cortex stimulate glucocorticoid synthesis and secretion; glucocorticoids then act on a wide range of target tissues [52]. Most of the diseases induced by an impaired stress response arise from primary defects in the adrenal glands that are usually associated with significantly decreased neutrophils and natural killers (NKs) [53].

It is well known that DNA methylation, especially in the promoter regions, can change gene expression via different modes [54]. Our results indicated that only a small proportion of the DMRs were located in the 5′UTR, 3′UTR, and promoter regions of the cattle genome, while nearly half of the total percentage of methylation falls within intron regions (Figure 4).

### 4.1. Key Differentially Methylated Genes Associated with Cellular Defense and Stress Response

In the present study, we identified several DMGs associated with stress response as assessed by cortisol level. Some of these, including *PDE5A, IGF2, NR5A1, FOSB, NRN1* and *WNT6* appear to be of particular interest because of their functions with cattle immune system. Furthermore, these DMGs, which are already known to be involved in adaptive responses to numerous stressors from human studies, could participate to the same molecular mechanisms in cattle [55,56]. Genes that act as regulators in immune mechanisms are strong candidates for differential methylation as DNA is isolated from white blood cells. Heat stress is certainly one of the most problematic kinds of stress able to decrease the welfare and productive performance of dairy and beef cattle [57]. *PDE5A*, which encodes for cGMP-binding, a cGMP-specific phosphodiesterase, besides having one of the top hypo-methylated intronic regions, as shown in our experiment, has also been identified as hypo-methylated in the liver and mammary gland tissues of bull calves and heifers exposed to heat stress during pregnancy, again with the hypo-methylated window mainly located in an intronic region, as reported by Skibiel et al. (2018) [58]. This gene is also known to be part of different pathways, biological functions, and molecular processes such as cell signaling, protein binding, phosphorylation, cell activation and cGMP binding [58]. Insulin-Like Growth Factor 2 (*IGF2*) belongs to the IGF signaling pathway, a highly conserved evolutionarily network that regulates cell proliferation, differentiation, survival and longevity [59,60,61]. Interestingly, there is evidence that this gene increases the expression of interleukin (IL)-10 from specific B cells and plays a crucial role in inhibiting intestinal allergic inflammation, as demonstrated by Geng XR et al. (2014) [62] in an experiment with a mouse model. It has also previously been proven that *IGF2* is one of the most complex and well-characterized imprinted genes, both in mice and humans [63]. A paternally expressed quantitative trait loci (eQTL) affecting muscle growth, fat deposition and the size of the heart in pigs maps to *IGF2* and is caused by a nucleotide substitution in intron 3 of this gene [64]. Normally, *IGF2* is highly expressed during embryo development and then its expression drops at weaning and becomes undetectable, but Barroca et al. (2017) [65] also recently observed a significant gene activity in mice during adulthood for maintaining tissue homeostasis. They also noted that reducing or slowing down the *IGF2* level would represent a means for stem cells to survive when faced with cellular stressors, resulting in increased cellular health. Vangeel et al. (2015) [66] demonstrated in humans that maternal emotional stress during pregnancy, as defined by cortisol measurements, is associated with fetal DNA methylation of *IGF2*.

Nuclear receptor subfamily 5 group A member 1 (*NR5A1*) encodes for steroidogenic transcription factor 1 (SF-1), a key regulator of adrenal function and reproductive development. It was suggested that a normal dosage of SF-1is required for mounting an adequate stress response in mice since a reduced expression of this transcription factor would lead to adrenal failure [67]. Another interesting transcription factor that has been found to be differentially methylated in our gene list is *FOSB*. This gene encodes for a protein implicated as a regulator of cell proliferation, differentiation, and transformation. Previous studies carried out in human shave shed light on its role as regulator in stress response, since it has been observed that, during repeated stress events, ΔFosB, an alternative splice product of the *FOSB* gene, accumulates in several brain areas and start to induce a reduction in the deleterious effects of chronic stress, such as depression-like behaviors and despair [68,69]. Interestingly, this transcription factor activity seems to be strictly linked to *CREB*, another stimulus-induced transcription factor, which acts together with *FOSB* in histone acetylation and deacetylation, mediating long-lasting forms of synaptic plasticity [70]. Furthermore, the *CREB* gene has been previously identified as a differentially methylated gene in pigs during a heat stress study by Hao et al. (2016) [71]. This evidence suggests that *FOSB* and *CREB* could act together in an epigenetic mechanism involved in stress response.

We found two other interesting genes which exhibited hypomethylation following an increase in cortisol level. They are also involved in all the top GO significant pathways linked to nervous system development and neurogenesis. The first is *NRN1*, which encodes a member of the neuritin family, an extracellular glycophosphatidylinositol-linked protein that promotes neuronal survival, differentiation, function, and repair, even if the exact mechanism of this neuroprotective effect remains unclear [72]. Recent studies demonstrated that the atrophy of neuronal processes contributes to the negative effects of stress, but also that this process is reversible. Hyeon Son et al. (2012) [73] suggested a connection between neuritin and the prevention of stress effects by protecting the brain from the atrophy of dendrites and spines. The authors used a viral vector to increment neuritin expression in the hippocampus of some rats, and those with an increase in neuritin mRNA levels did not show adecrease in sucrose preference resulting from chronic stress and also did not display the reduction in dendritic spine density that appears with chronic stress either. Besides being crucial for the development, survival and function of neurons, this gene also promotes the maintenance of regulatory T cells (Tregs), a subpopulation of T cells that modulate the immune system, maintain tolerance to self-antigens, and prevent autoimmune disease [74]. Barbi et al. (2016) [75] proved that a knockout of the neuritin gene in Tregs could lead to the onset of inflammatory/autoimmune diseases. The second gene that belongs to GO nervous system pathways is *WNT6*. It belongs to gene family of structurally related genes that encode secreted signaling proteins. These proteins have been implicated in oncogenesis and in several developmental processes, including the regulation of cell fate and patterning during embryogenesis [76]. Most functional studies indicate that the Wnt family, including *WNT6*, exerts pro-inflammatory functions on different cellular targets, including various types of immune and non-immune cells [77]. This is consistent with recent studies about glucocorticoids, since they can influence a broad range of both innate and acquired immune responses, while a variety of regulatory proteins may also mediate the anti-inflammatory effects of glucocorticoids [78]. Apart from IGF2, all of the above mentioned genes exhibited hypo-methylation within intronic regions. We also found that homeobox genes were significantly overrepresented in the differentially methylated gene list. This is not surprising, since the methylated activation or deactivation of these transcription regulators starts a cascade reaction that targets different pathways, thus allowing the fast response of the organism to the stressful situations. Furthermore, homeobox genes are reported to be differentially expressed in leukocytes [79]. The homeobox genes are clearly better studied in embryonic development where they orchestrate the body plan [80]. Recent evidence, however, points out the essential regulation role of the homeobox genes in adulthood, both in normal and pathological physiological processes. We will now provide a brief description of each of the differentially methylated homeobox genes, focusing on their biological role in adult vertebrate, where known. Ceramide synthase 4 (*CERS4*) synthesizes ceramides containing C18-22 fatty acids. Thanks to this participation in the sphingo lipid metabolism, it likely plays a role in the control of body weight and food intake [81]. The function of the homeodomain in this protein is unknown but its deletion in CerS5 does not affect activity [82]. The cut-like homeobox 1 protein (cux1) is a transcription factor that regulates a large number of genes and microRNAs involved in multiple cellular processes [83]. *CUX1* encodes two main isoforms with p200, which binds to DNA with extremely fast kinetics (rapid “on” and “off” rates), while, usually, the classical transcription factor binds stably to DNA [84]. The p100 *CUX1* isoform shows normal slow DNA binding kinetics and it functions as a transcriptional repressor or activator [85]. Distal-less homeobox 3 gene (*DLX3*) is a transcriptional activator that regulates keratinocyte proliferation and differentiation, with the assistance of the tumor suppressors p53 [86] and p63 [87]. A better knowledge of the biological mechanism of keratinocyte growth and differentiation could produce important returns for bovine production [88,89]. The transcriptional role of homeobox B1 (*HOXB1*) during embryonic development involves the anterior bodily structures. A relatively high level of expression has been registered in the brain stem of the adult brain, also in territories where *HOX* genes are detected during development. For example, the developmental expression of *HOXB1* is linked to a subpopulation of noradrenergic neurons, a collection of neurons located in the central nervous system. Once activated, they are able to decrease anxiety-like behavior and induce an active coping strategy in response to acute stressors [90]. The iroquois homeobox 6 gene (*IRX6*) is involved not only in lactation [91], but also in neuronal development [92]. The LIM homeobox 5 gene (*LHX5*) is, again, involved in brain development, both of the mammillary body [93] and the forebrain [94]. Its methylation level has been found altered in a mouse model of neuro-developmental disorders [95].

### 4.2. Key Differentially Methylated Genes Associated with KEGG Pathways

The regulation of the stress response system is a complex biological process involving not only different functional areas of the brain like the amygdala, hypothalamus and prefrontal cortex, but also different tissues like the adipose tissue, bones, liver, muscles and pancreas. Therefore, examining regulatory networks is the preferred method of analysis. In the present study, the DMGs were enriched in several KEGG pathways, including the calcium signaling pathway, T cell receptor signaling pathway, axon guidance and GABAergic synapse.

Glucocorticoids can influence a broad range of both innate and acquired immune responses and it is well known that they not only have anti-inflammatory effects, but also induce pro-inflammatory responses [96]. Among the significant pathways, the T cell receptor signaling pathway has been studied in cattle for its role in stress defense or stress-related diseases. For example, a variation in T-lymphocyte levels following heat stress in two *Bos taurus* and *Bos indicus* crossbreeds was previously reported [97]. Interestingly, we found, within this pathway, two DMGs, *PAK4* and *LCK*, related to the nervous system both in normal and pathological physiological processes [53,56]. *PAK4* regulates a wide range of cellular functions, it is essential for embryonic brain development and has a neuroprotective function. Lately, the transcription factor *CREB* has emerged as a novel effector of *PAK4* [98]. As mentioned before, this gene seems to also be involved with *FOSB* in a mechanism that modulates synaptic plasticity. This finding has broad implications for the role of *PAK4* in health and disease and suggests the presence of a complex interaction between several genes that could play a role in stress response. Several studies demonstrated that GABAergic synapse and axon guidance pathway activity undergo significant changes in response to acute stress, which remodel the excitability of neurons and the activation of the HPA axis [99,100,101]. In addition, increases in dexamethasone corticosteroids are also associated with a decline in the Ca^2+^concentration within the endoplasmic reticulum lumen, likely an effect of increased aldosterone secretion, which contributes to the imbalance of total cellular Ca^2+^ [102]. All this confirms previous studies showing that changes in methylation obtained from peripheral blood mononuclear cells were significantly enriched for central nervous system pathways [103]. Additional studies of the translational and posttranslational effects together with the expression and function of the proteins encoded by the genes identified here will be required to provide a global view of the methylation mechanisms undergoing variations in cortisol secretion.

## 5. Conclusions

In summary, this is the first study to compare comprehensive DNA methylation profiles as well as transcriptome data of dairy cattle populations in relation to cortisol secretion. Further studies are also needed to explore the function of non-CpG methylation, which might help to improve our knowledge about the biological significance of the non-CpG methylation changes that occur during stress processes.

We identified DMRs and genes associated with these regions. Pathway and network analyses of these differentially methylated genes revealed a number of candidate genes that might affect different cortisol levels or at least could be activated as a consequence of glucocorticoid synthesis and secretion. The results of this study might therefore provide additional insight into the epigenetic genome mechanisms related to stress response and will likely contribute to the improvement of animal welfare.

## Figures and Tables

**Figure 1:**
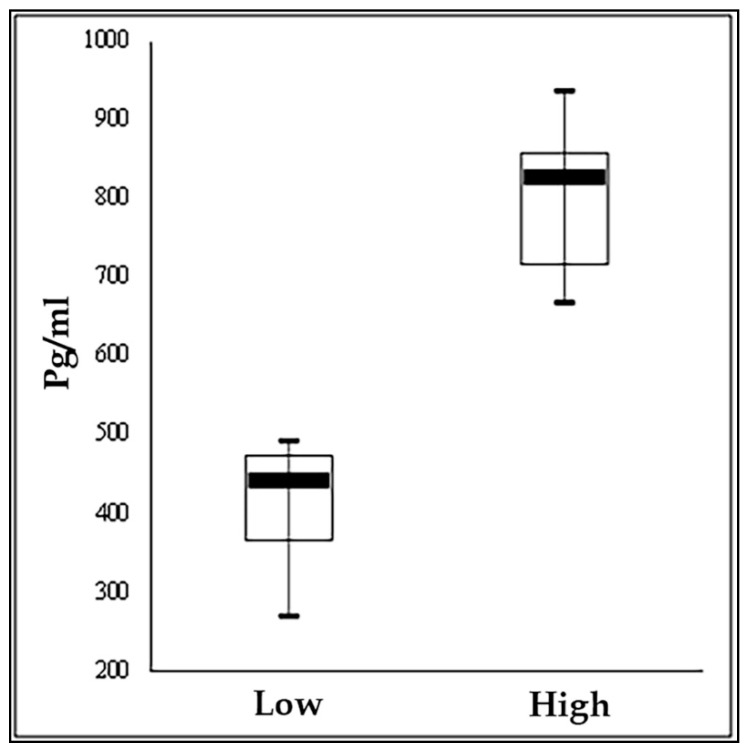
Box plot of milk cortisol distribution of 10 cows with the higher and the 10 cows with the lower values.

**Figure 2:**
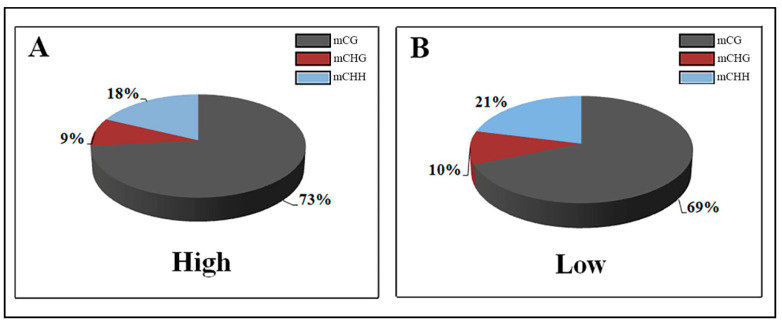
Comparison of DNA methylation patterns in the two high-and low-cortisol groups.

**Figure 3:**
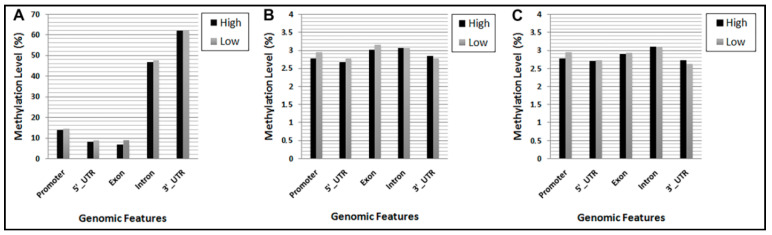
DNA methylation levels of different functional regions between the two high- and low-cortisol groups. (**A**) CG regions. (**B**) CHG regions. (**C**) CHH regions. H = A, C, or T.

**Figure 4:**
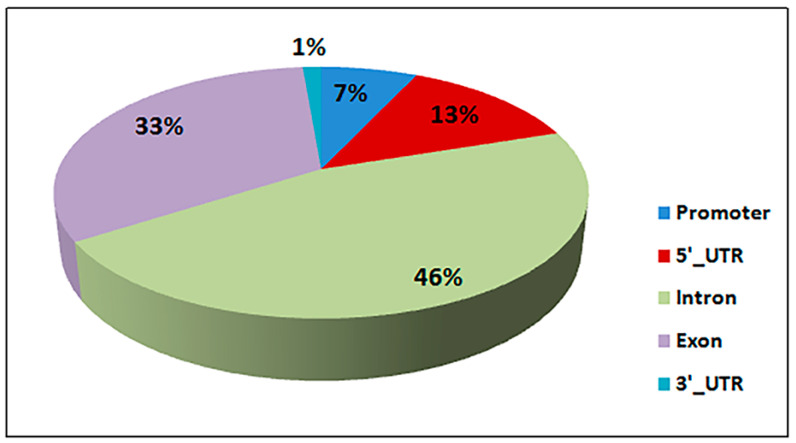
Distribution of differentially methylated regions (DMRs).

**Figure 5:**
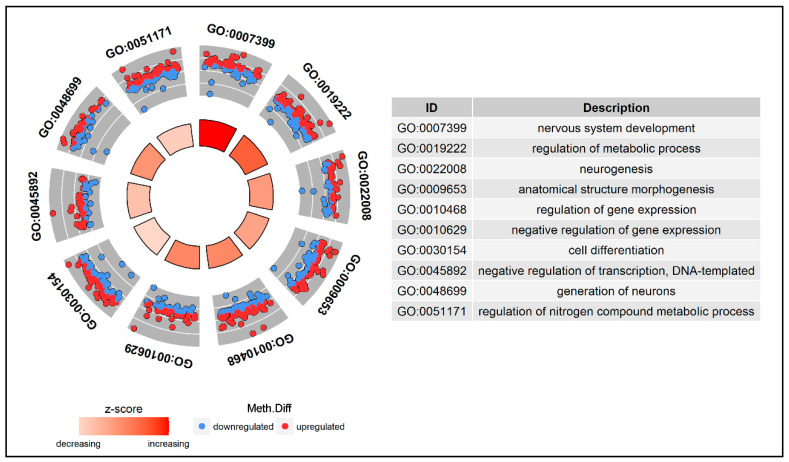
Gene Ontology (GO) circle plot for differentially methylated genes (DMGs). The inner ring is a bar plot where the height of the bar indicates the significance of the term (*q* value), and color corresponds to the z-score. The outer wheel shows a scatter plot of methylation difference for each gene under the Gene Ontology(GO) terms. Red dots indicate hyper-methylated genes and blue dots show hypo-methylated genes.

**Figure 6:**
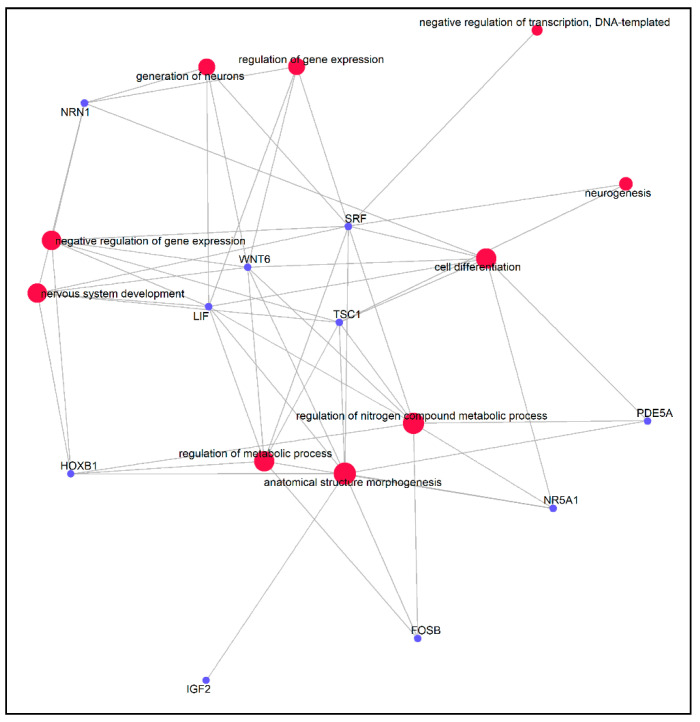
Gene-pathway association network indicating genes affiliated to significantly GO enriched pathways. Red dots indicate GO pathways and blue dots indicate genes.

**Figure 7:**
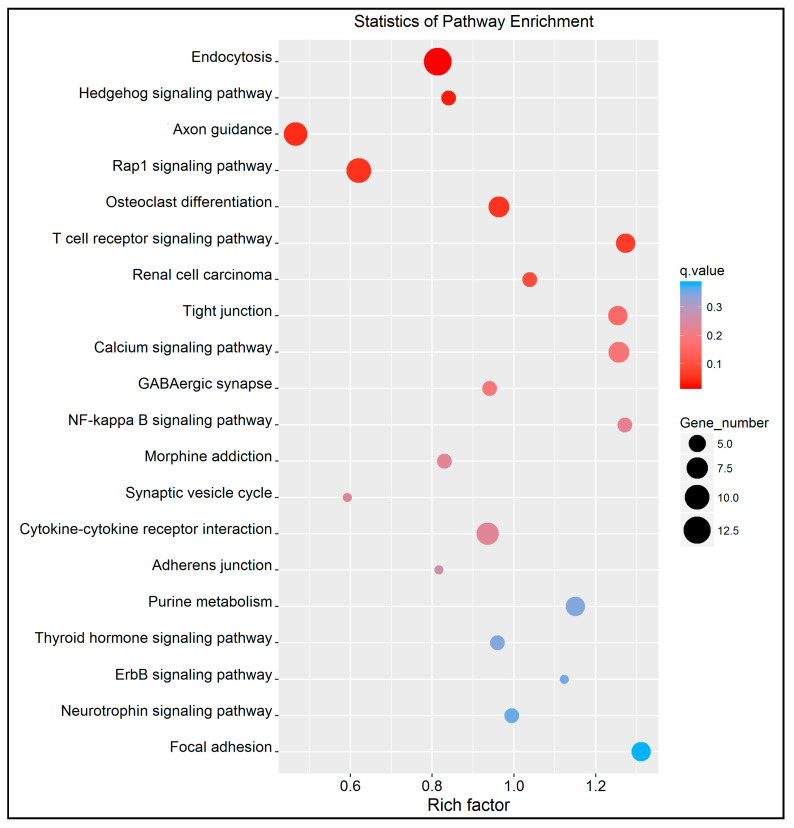
Scatter plot of KEGG pathway enrichment statistics. Top 20 statistics of pathways, enrichment in the KEGG cattle database. The *y*-axis represents the name of pathway and the *x*-axis represents the rich factor, the proportion of differentially methylated genes to all the genes that are annotated in a specific pathway term. Dot size represents the number of genes and the color indicates the *q* value.

**Table 1:** Body condition score (BCS), parity, days in milking (DIM) and milk yield and quality in the 10 cows with lowest and 10 cows with highest cortisol concentration in milk.

Item		Low Cortisol		High Cortisol		
		Mean	Sd	Mean	Sd	*p* Value
BCS	Score	3.23	0.38	3.10	0.47	0.262
Parity	*n*°	1.70	0.95	2.10	0.88	0.170
DIM	Days	156.2	62.8	143.3	69.3	0.334
Milk	Kg/d	26.20	6.54	30.38	6.23	0.080
Fat	%	3.68	1.03	3.95	0.70	0.254
Protein	%	3.61	0.25	3.59	0.39	0.441
Casein	%	2.84	0.20	2.81	0.32	0.415
Urea	mmol/L	21.39	5.12	21.01	6.13	0.442
SCC	Number	133.50	89.09	153.40	110.02	0.331
Cortisol	pg/mL	399.9	79.7	814.8	88.6	0.000

Before ranking, cows with somatic cell counts (SCC) higher than 200,000 cells/mL were excluded.

**Table 2:** Data generated by genome-wide bisulfite sequencing. high- and low-variant tails of the distribution of milk cortisolconcentration.

Samples	Raw Reads	Clean Reads	Mapped Paired End Reads	Average Mapping Rate (%)
High	278,881,124	139,639,195	36,779,144	35.15
Low	262,917,162	132,458,581	35,048,383	35.71

**Table 3:** Genome-wide methylation levels of the two high- and low-cortisol groups for CpG and non-CpG sites.

Samples	mCpG(%)	mCHG(%)	mCHH (%)
High	50.48	6.82	7.82
Low	53.58	7.11	8.14

**Table 4:** Six DMGs that overlapped with differentially expressed genes (DEGs) (*q* value < 0.05 in both analyses).

Gene ID	Gene Name	DMRs	Methylation Stat (High vs. Low)	UP/DOWN Regulation (High vs. Low)
ENSBTAG00000035744	*TRIM26*	exon	Hyper	Down
ENSBTAG00000021566	*PAX2*	exon, intron	Hyper	Up
ENSBTAG00000005765	*SYNGR1*	intron	Hyper	Up
ENSBTAG00000009803	*SNCB*	utr3, exon, promoter	Hyper	Down
ENSBTAG00000008428	*UPP1*	intron	Hypo	Down
ENSBTAG00000008389	*HTRA1*	exon	Hypo	Up

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/11/8/850/s1. The raw reads of Reduced Representation Bisulfite Sequencing (RRBS) and RNA-Seq data from this study have been deposited in NCBI Sequence Read Archive with accession numbers GSE146877 and GSE146971, respectively. Table S1: Sequencing summary, Table S2: Differentially methylated genes (DMGs) between high group andlow group. (*q* value ≤ 0.05), Table S3: Top 10 significantly enriched Gene Ontology (GO) pathways from DMG analysis, Table S4: Top 20 significantly enriched KEGG pathways from DMG analysis, Table S5: Differentially expressed genes (DEGs) between high group and low group. (*q* value ≤ 0.05), Table S6: Top20 significantly enriched KEGG pathways from DEG analysis, Figure S1: Overlap of DMGs and DEGs in the two high and low-cortisol groups.

How the deposited data were processed for this re-analysis (not part of the article)

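RNA from whole blood of dairy cows with high and low milk cortisol was sequenced, and counts per gene of 13 cows were analysed, 7 of the high group (replicates 1 to 7) and 6 of the low group (replicates 8 to 13). The paper states 10 cows in each group, and counts of other cows were not used here. The methylation data of the study were not analysed here, so methylation values in the text are the paper's, from its supplementary tables.

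The authors deposited counts, the number of reads they assigned to each gene name, as whole numbers without normalization. The header of each table gives featureCounts version 1.4.6-p3, exons summed by gene name, and the gene models of Ensembl release 88 for UMD3.1, and the aligner is not named there. It also names an alignment by an animal number that differs from the number in the name of the table, in a folder with goat in its name, while the sample labels give cattle. The group of each cow is from the sample labels and was not checked against another record. The methods of the paper name STAR, a later featureCounts and ARS-UCD1.2 for the RNA reads. Positions of genes are from the count tables and are on UMD3.1, and no position was converted to another build. Genes without a name share 1 unnamed entry in the counts of the authors, and it was left out.

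From the deposited counts, CPM and log2 CPM (prior count 2) were computed after TMM normalization. High and low groups were compared with edgeR 4.0.16 (quasi-likelihood fit, robust) in R 4.3.3, over genes passing filterByExpr (minimum count 10, minimum total 15), without covariates and with Benjamini-Hochberg adjustment. Standard errors are the log2 fold change divided by the square root of the F statistic. The alternatives were DESeq2 1.42.0 with default settings and with shrunken fold changes (betaPrior), RLE and upper-quartile factors, no filter beyond 1 count over all cows, a filter of at least 10 counts in every cow, haemoglobin genes left out, the log2 haemoglobin share as a covariate, a fit that is not robust, limma-voom (limma 3.58.1), an adjusted p of 0.1, and each of the 13 cows left out in turn. A fit with 1 surrogate variable (sva 3.50.0) and a fit with the interferon response score of each cow as a covariate were added later. The tests were tried on simulated counts first, with 200 genes changed.

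The groups, the tests, the named genes, the gene lists and the alternatives other than those added later were chosen before the data were examined, but after the values in the paper's tables had been read. The genes named are those of Table 4, the input genes of the 4 pathways that the paper names from Table S6, the 5 genes with the largest positive and the 5 with the largest negative log2 fold change in Table S5, the 5 genes with the smallest p in each direction, and as a group the DMGs that the paper names. *CYP4X1* and the genes that Table S5 alone holds were named after their values were seen, and the genes that the compared fit alone holds are not reported here. Genes of Table S2 and Table S5 were matched by gene name, since the counts carry no Ensembl identifiers.

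The 12 gene lists are erythroid, neutrophil, monocyte, T cell, B cell, cytotoxic and NK, eosinophil, platelet, plasma cell, proliferation, interferon response and glucocorticoid response. The score of a cow is the mean over the list of log2 CPM, centred on each gene's mean over the cows. Scores and haemoglobin shares were compared by an exact two-sided permutation test over all 1716 splits of 7 against 6 cows, with a smallest possible p of 5.8e-04, and Benjamini-Hochberg adjustment over the lists. Haemoglobin counts are those of the 4 haemoglobin genes that the count tables name, *HBB*, *HBG*, *HBM* and *HBQ1*. No gene named *HBA*, *HBA1* or *HBA2* was found there, so the haemoglobin share and the covariate leave such genes out. Their reads, if any, could lie in the unnamed entry. Correlations have permutation p from 100000 resamples. Results of fits over all genes were also computed for 100 splits of the 13 cows into 7 and 6, the real one included.

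Named-gene counts were between 11045599 and 28124575 per cow, and at these depths 3 counts, the limit that a count of 0 allows, are between 0.107 and 0.272 CPM. Such limits cover counting error only. No pair of libraries held the same counts. The enrichment of GO terms and KEGG pathways was not tested again.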

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

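In this part, the tests on the log2 haemoglobin share, on the depth of the libraries, on *TRIM26* and on *PAX2* and the fit with the interferon response score were chosen only after the result was seen, and the test of erythroid genes was chosen before. Within each group of cows, the highest and the lowest cow were compared with the nearest of the others, for 35 measures, and 6 of 70 comparisons lay beyond the 95% limit of Dixon's test, where 3.5 would be expected by chance.

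Haemoglobin genes took 0.815% of the counts in replicate 7 of the high group, against 0.0282% to 0.262% in the other high cows. This cow had 20479192 counts, within the range of its group, and its 10 most abundant genes held 8.44% of them, so neither depth nor a few genes filling the library sets it apart. Without this cow the difference between the groups fell from 0.185 to 0.0848 percentage points. On the log2 scale, the share was higher in the high group in an exact permutation test, with 30 of 1716 splits as large, and without replicate 7 the exact two-sided p was 0.0281, so much of the size of the difference, but not its direction, rests on this cow. On the scale of the share itself, the exact two-sided permutation p was between 0.0896 and 0.115 without any 1 of the 6 low cows. The difference itself then stayed between 0.180 and 0.189 percentage points. The share followed the erythroid genes other than haemoglobin genes across the 13 cows (Spearman rho 0.758, permutation p 0.00386; Pearson r 0.794, permutation p 0.00117). Without the 2 cows farthest from the median share r was 0.620 (permutation p 0.0404). A candidate explanation is a larger share of immature red blood cells, or of their RNA, in the sampled blood. Whether milk cortisol or the handling of the blood lies behind it was not tested.

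Replicate 5 of the high group had the highest interferon response score of its group, 1.05, against -0.88 to -0.20 in the other high cows, and the highest *TRIM26* expression, a log2 CPM of 6.53 against 5.97 to 6.10. It also had the most counts of its group, 23709740. In the low group, replicate 8 had the most counts of all cows, 28124575, and the highest score, 1.49, while replicate 12, with the fewest counts, 11045599, had a score of 0.86. Across the 13 cows, the score and the counts had a Spearman rho of 0.258 (permutation p 0.395) and a Pearson r of 0.330 (permutation p 0.269), or 0.106 without the 2 cows farthest from the median (permutation p 0.751). With so few cows, a part of library size in this score and none cannot be told apart. Across the other 12 cows, *TRIM26* rose with the interferon response score (Spearman rho 0.881, permutation p 3.1e-04; Pearson r 0.913, permutation p 2.5e-04), and without the 2 cows farthest from the median score r was 0.917 (permutation p 4.9e-04). Within the groups, rho was 0.829 over the 6 low cows (exact permutation p 0.0583) and 0.600 over the other 6 high cows (exact permutation p 0.242), so neither group alone passes 0.05. *TRIM26* is not in the interferon list, and with the score as a covariate its log2 fold change between the groups went from -0.29 to -0.059 (standard error 0.098). This is consistent with an interferon response in that cow as the source of its *TRIM26* value. What would have started such a response is not known from the data, and no biological explanation was tested for it.

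*PAX2* was at 0 counts in replicate 1 of the high group, a log2 CPM of -3.19 set by the prior count, against -2.01 to -1.32 in the other high cows. The 7 high cows had 22 counts of *PAX2* together. Drawing these counts over the 7 libraries by library size left 1 or more of them at 0 in 28.9% of 100000 draws, so counting noise at this depth is enough for a cow at 0.

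The cytotoxic and NK score of replicate 10 of the low group was 0.32, against -0.31 to -0.11 in the other low cows. In the high group, 2 cows had scores above it, 0.52 in replicate 1 and 0.34 in replicate 7. The plasma cell score of replicate 7 of the high group was 0.67, against -0.39 to -0.059 in the other high cows, and replicate 12 of the low group reached 0.87. Both values therefore lie within the range over all 13 cows. A single wrong label was not excluded, and neither a technical nor a biological explanation was tested for these scores.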

How the results depend on the processing

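The fit with 1 surrogate variable and the fit with the interferon response score as a covariate were chosen only after the result was seen, and all other alternatives in this part were planned.

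The number of genes at an adjusted p of 0.05 stayed at 0 in every alternative except DESeq2 with default settings, which called 1 gene, and the overlap with the DMGs at that threshold stayed at 0 in all of them. At an unadjusted p below 0.05, edgeR gave 231 genes. DESeq2 gave 348, the fit without a filter 414, of 14377 genes tested instead of 11033, and the haemoglobin covariate 120. RLE factors gave 231, upper-quartile factors 230, the strict filter 197, the counts without haemoglobin genes 229, the fit that is not robust 230, limma-voom 218, DESeq2 with shrunken fold changes 317 and the fit with 1 surrogate variable 295. The split of the 231 genes was 103 over-expressed and 128 under-expressed, and with upper-quartile factors it was 119 and 111. Leaving out each cow in turn gave between 191 and 373 genes, with 373 without replicate 2 and 363 without replicate 5 of the high group.

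With the haemoglobin covariate, 0 of the genes of Table 4 stayed at an unadjusted p below 0.05 (from 5), 0 of the DMGs (from 5) and 1 of the pathway genes (from 8), and the correlation of methylation and expression changed sign to 0.0466 (permutation p 0.541). Most of these fold changes stayed while their errors grew: for the 5 genes of Table 4, the log2 fold change was 0.637 to 1.07 times that without the covariate and the standard error 1.24 to 1.39 times, and for the 11 pathway genes the medians were 0.852 times and 1.37 times. *HBB* and *HBM* changed sign to -0.012 and -0.11 in that fit, where haemoglobin counts stand on both sides by construction. The cause of the change in sign of the correlation was not tested. Without a filter, 8 DMGs had an unadjusted p below 0.05. With the interferon response score in the fit, 188 genes had an unadjusted p below 0.05, among them 2 genes of Table 4, 5 DMGs and 1 pathway gene, and the correlation of methylation and expression was 0.0957 (permutation p 0.209).

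With each cow left out in turn, the genes of Table 4 at an unadjusted p below 0.05 numbered 2 to 4, the DMGs 2 to 7 and the pathway genes 1 to 10, and the correlation of methylation and expression lay between -0.106 and 0.0488. It changed sign without replicate 7 of the high group and without replicate 8 of the low group. The difference in haemoglobin share was between 0.0848 and 0.216 percentage points. It kept its direction, and without any 1 of the 6 low cows it stayed between 0.180 and 0.189 percentage points. The exact two-sided permutation p was then between 0.0896 and 0.115, over 792 splits of 7 against 5 cows. This higher p came with little change in the difference, so it does not show that the difference rests on 1 low cow. Without any 1 of the 7 high cows the exact two-sided permutation p was between 0.00649 and 0.0303. The score of the monocyte list lay between -0.0318 and 0.167 and that of the T cell list between -0.0234 and 0.0714, so both changed sign.

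The share of tested genes of Table S5 that changed in its direction was 99.3% with the haemoglobin covariate and with the interferon response score, and 100% in the other alternatives. No gene list passed an adjusted p of 0.05 in any alternative tried for the lists, with camera and fry included. Over the 35 named genes, 741 of 744 values under an alternative kept their direction and their side of the adjusted threshold, the others being *HBB* and *HBM* with the haemoglobin covariate and *EIF2AK2*, at 0.12, with the interferon response score, and the smallest adjusted p was 0.290. *PAX2* and *EGR3* have values only in fits without the filter.

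No paired analysis was possible because the 2 groups share no replicate number.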

Differences from the paper's values

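No test in this part was chosen only after the result was seen, and all alternatives named here were set before the data were examined.

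The paper reports 324 DEGs, 149 over-expressed and 175 under-expressed, where edgeR called 0 genes, 0 over-expressed and 0 under-expressed, at an adjusted p of 0.05, with 231 at an unadjusted p below 0.05. DESeq2 with default settings called 1 gene, *CYP4X1*, which Table S5 does not hold, with 348 at an unadjusted p below 0.05, and DESeq2 with shrunken fold changes called 0 with 317. No alternative came within 1.5 times of the paper's counts at the adjusted threshold. At an unadjusted p below 0.05, DESeq2 with shrunken fold changes gave 146 over-expressed and 171 under-expressed genes. Adjusted over the list of Table S5 alone, DESeq2 passed 305 of its 318 names and DESeq2 with shrunken fold changes 304. In these fits 311 and 313 of the names had an unadjusted p below 0.05. Most of such a list passes by construction, so these numbers are no evidence for the paper's count.

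The paper reports 6 genes that were both DMGs and DEGs, where 0 genes were found at an adjusted p of 0.05 by edgeR, DESeq2 and limma-voom. At an unadjusted p below 0.05, edgeR gave 5 DMGs and DESeq2, with default settings or with shrunken fold changes, gave 6.

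Table S5 lists 324 entries for 318 gene names, with 6 names repeated.

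For 28 named genes the log2 fold change of Table S5 was compared, and all 28 have the same sign in edgeR. Genes named only for their small p were not among the 28. For 18 of them the values differ by more than the standard error. In the high against the low group, the paper's log2 fold change is 0.33 for *SYNGR1* (edgeR 0.68), -0.35 for *SNCB* (edgeR -1.05), 0.38 for *HTRA1* (edgeR 0.97), 0.27 for *IL23R* (edgeR 0.93), -0.28 for *Mx1* (edgeR -1.11) and -0.28 for *TMPRSS2* (edgeR -1.19). It is 0.53 for *SAXO1* (edgeR 1.51), 0.49 for *FAM84A* (edgeR 1.37), 0.42 for *CA2* (edgeR 0.76), 0.40 for *RUNX1T1* (edgeR 0.68) and 0.40 for *ABCA13* (edgeR 0.98). It is -0.50 for *ADGRE1* (edgeR -0.85), -0.51 for *SLC28A3* (edgeR -0.94), -0.55 for *CACNB3* (edgeR -1.12), -0.55 for *SEC16B* (edgeR -1.13) and -0.57 for *ACE* (edgeR -1.05). For the 2 genes below the filter on low counts, compared in the fit without a filter, the paper's value is 0.17 for *PAX2* (edgeR 2.47) and 0.26 for *EGR3* (edgeR 1.11). Of the genes outside the 28, the paper's value is 0.35 for *HBG* (edgeR 2.88) and 0.35 for *HBB* (edgeR 2.68). It is 0.27 for *HBM* (edgeR 2.76) and -0.31 for *ASIP* (edgeR -3.23), and all of these differ by more than the standard error. The values for *TTC38*, *CCHCR1* and *HIST1H2BN* lie within it.

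With shrunken fold changes in DESeq2, 0 of the 28 genes differ by more than the standard error, and the largest difference is 0.034. The fold changes of edgeR are not shrunken, so the differences above set unlike scales beside each other. A gene can also come within the standard error because the error grows. With the haemoglobin covariate, *SYNGR1* went from 0.68 (standard error 0.306) to 0.658 (standard error 0.407), while for *IL23R* the log2 fold change itself fell from 0.93 to 0.447. With the haemoglobin covariate in edgeR, *SYNGR1*, *HTRA1*, *IL23R*, *CA2*, *RUNX1T1*, *ADGRE1*, *SLC28A3*, *CACNB3* and *ACE* come within the standard error of the paper's value. So do *SYNGR1* without replicate 2 or 3 of the high group or replicate 8, 9 or 12 of the low group, *IL23R* without replicate 4 of the high group, *RUNX1T1* without replicate 4 or 7 of the high group or replicate 12 or 13 of the low group, and *CA2* without replicate 7 of the high group or replicate 11, 12 or 13 of the low group. *SLC28A3* does so without replicate 10, *ADGRE1* without replicate 12 and *TMPRSS2* without replicate 8 of the low group. In the other alternatives set in advance that were compared gene by gene, all 18 differ wherever they have a value. Fold changes from limma-voom and from the fit that is not robust were not compared.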

Other observations

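In this part, the tests of the *q* value column of Table S5, the tests on the log2 haemoglobin share and the fits with 1 surrogate variable or the interferon response score were chosen only after the result was seen. So was the comparison of the fold changes under that score and under the haemoglobin share.

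Chance alone cannot be excluded for the number of genes. Of 100 splits of the 13 cows into 7 and 6, the real one included, 82 gave at least the 231 genes at an unadjusted p below 0.05, and the other splits gave between 101 and 2998 with a median of 464. For DESeq2 with shrunken fold changes, 84 of 100 splits gave at least 317 such genes. At the adjusted threshold, where edgeR called 0 genes, 100 of 100 splits give at least as many by construction, which tests nothing. Chance can also not be excluded for the 5 DMGs at an unadjusted p below 0.05, reached in 70 of 100 splits. Nor can it be for the correlation of methylation and expression, as far from 0 in 90 of 100. For the genes of Table S5 that changed in its direction, 1 of 100 splits, the real one, gave as large a share, and for the pathway genes 2 of 100 did. Both lists were chosen on the real split, so these small numbers are built in and are no evidence against chance. With 1 surrogate variable, which would take up variation between cows outside the groups, 295 genes had an unadjusted p below 0.05 and 0 were called. This number lies below 5% of the genes tested (551.65), so taking up 1 such variable brought out no difference between the groups. Without replicate 5 of the high group or replicate 9 of the low group, 363 and 345 genes had an unadjusted p below 0.05 and the smallest adjusted p fell from 0.998 to 0.252 and 0.439. Variation that 1 surrogate variable does not take up could still hide a difference. With 13 cows, such variation and no difference cannot be told apart.

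The *q* values of Table S5 were set beside p-values from DESeq2 with shrunken fold changes on the 13 cows. Of the 317 genes with an unadjusted p below 0.05 in that fit, 313 (98.7%) are in Table S5. Table S5 alone holds *COMMD6*, *SNX29*, *CSF2RA*, *LTBP3* and *PAX8*. The median difference was 0.155% between the log2 fold changes and 0.527% between the unadjusted p and the *q* value, and the smallest adjusted p in the fit was 0.821. This is consistent with the *q* value column of Table S5 holding unadjusted p-values. Leaving out a single cow moved the log2 fold changes of edgeR, which are not shrunken, by a median of 5.48% to 11.9%. The fit with shrunken fold changes was not repeated without a cow. If its values move in a similar way, a table made from 20 cows would differ from the 13 by more than 0.155%. With that limit, the values argue against Table S5 resting on all 20.

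The erythroid score was higher in the high group by 0.73 (exact two-sided permutation p 0.00932, Benjamini-Hochberg adjusted over the 12 lists 0.112), and all 7 high cows lay above the median of the low group. Of its 12 genes, 7 passed the filter on low counts and 5 are in Table S5. Without haemoglobin genes the difference was 0.57 (exact p 0.0146). The 4 haemoglobin genes that the counts name took 0.217% ± 0.276 (SD, n = 7) of the counts in the high group and 0.0324% ± 0.0153 (SD, n = 6) in the low group. The difference of 0.185 percentage points had an exact two-sided permutation p of 0.0431. This p rose to between 0.0896 and 0.115 without any 1 of the 6 low cows, while the difference stayed between 0.180 and 0.189 percentage points. Without replicate 7 of the high group the difference was 0.0848 percentage points (exact two-sided permutation p 0.0303). The most abundant of these genes, *HBB*, had 2047 CPM ± 2542 (SD, n = 7) in the high group and 320 CPM ± 142 (SD, n = 6) in the low group. Within the high group, the erythroid score without haemoglobin genes and the log2 share had a rho of 0.750, and within the low group 0.429. More immature red blood cells in the blood of the high group may be behind both values, since over all cows rho was 0.758.

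The interferon response score was lower in the high group, with a difference of -0.71 (exact two-sided permutation p 0.0892, adjusted 0.488), with 1 of 7 high cows above the median of the low group, and 8 of its 21 genes used are in Table S5. With the score of each cow, made without the pathway genes, in the fit, 1 of the 8 pathway genes, *IL21R*, stayed at an unadjusted p below 0.05. The log2 fold changes of the 11 tested pathway genes fell to a median of 0.217 times and their standard errors to 0.890 times those of the fit without the score. The haemoglobin covariate also left 1 pathway gene, but there the medians were 0.852 times and 1.37 times, so the fold changes mostly stayed. Across the cows, the log2 haemoglobin share and the interferon response score had a Spearman rho of -0.489 (permutation p 0.0928) and a Pearson r of -0.343 (permutation p 0.251), or -0.530 without the 2 cows farthest from the median share (permutation p 0.0959). Most of the pathway genes may follow 1 shared interferon response that differs between cows. However, 4 of them (*Mx1*, *STAT2*, *IFIH1* and *EIF2AK2*) are in the interferon list, so a fall of theirs was likely in advance. Outside the list, *TRIM25*, *TMPRSS2* and *IL23A* fell to 0.140, 0.195 and 0.289 times. *PIAS1* and *IL23R* kept 0.689 and 0.614 times. With the score in the fit, *IL21R*, with a log2 fold change of -0.42 (standard error 0.16), and *TNF*, with 0.21 (standard error 0.13), changed little. Whether that response has to do with milk cortisol was not tested beyond the difference in the score.

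The glucocorticoid response score was higher in the high group by 0.10 (exact two-sided permutation p 0.462, adjusted 0.618), which shows no response of the blood cells to cortisol past the threshold. Milk cortisol per cow was not used here, so a response that follows it within the groups cannot be told apart from none. Of its 14 genes used, 1 is in Table S5.

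The differences between the high and the low group in the other scores, none of which passed an adjusted p of 0.05, were -0.22 for neutrophil (exact two-sided permutation p 0.222), 0.042 for monocyte (exact p 0.823), 0.017 for T cell (exact p 0.857) and 0.20 for B cell genes (exact p 0.252). They were 0.21 for cytotoxic and NK (exact p 0.149), 0.28 for eosinophil (exact p 0.526), -0.25 for platelet (exact p 0.463), -0.18 for plasma cell (exact p 0.461) and -0.40 for proliferation genes (exact p 0.163). The median log2 fold change of the T cell genes was -0.064, of the other sign than the score.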
